A study of Mus musculus with 8 samples. Its data were reported in "Mettl3-mediated mRNA m6A methylation promotes dendritic cell activation" (2019).

How the data were processed

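Mature dendritic cells were prepared by the study from bone marrow of Mettl3WT and Mettl3KO mice with GM-CSF and IL-4, purified on CD11c beads and stimulated with lipopolysaccharide (LPS). After cycloheximide arrest of ribosomes, each lysate was divided. One part gave polyadenylated input mRNA, and the other was digested with micrococcal nuclease and passed through a sucrose gradient to collect ribosome-protected fragments (RPF) of single ribosomes. Labels placed 2 libraries in each of the 4 groups, WT input, KO input, WT RPF and KO RPF, which makes 8 libraries.

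The authors deposited RPKM values (reads scaled to gene length and library size) in 1 table per replicate. The submitters' processing notes name bcl2fastq, TopHat2 2.0.14, Cuffnorm and the mouse build mm10. The gene annotation, the read filters and the step that counted the second table are not given in the sources used here. Both tables also hold log2 translation efficiencies that the authors deposited. In the table of replicate 1 they equal the log2 ratio of RPF to input with 1 added to both values, and in that of replicate 2 the plain log2 ratio. These columns were not used in the tests, which were run on the RPKM columns of both tables. Column names of the second table repeat those of the first, so its columns were taken as the group they name in the table named for replicate 2.

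The table of replicate 1 held 20605 rows, of which 27 had a date in place of a gene symbol, and that of replicate 2 held 11801 rows, of which 19 had a date. Rows with a date were left out. After older symbols were updated through single synonyms in the RefSeq annotation of GRCm38.p6, the same assembly as mm10, 11743 genes were in both tables, against 11457 with the symbols as written. The second table lists only genes above 0 in all 4 of its columns. A gene entered the tests with a mean of at least 1 RPKM over the input libraries and over the RPF libraries, which left 10321 genes.

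Depth was sought in the steps between low values. In replicate 2 the RPKM values were whole reads over an annotated length, within a tolerance of 0.01 read, for 99% of genes in RPF (coding length) and 78.1% in input (exon length). With the lengths of another gene, 4.9% and 0.6% came out whole. In replicate 1 no such steps were found, and its depth is unknown. Exact intervals (95%) of the change in replicate 2 were computed from the recovered reads and cover counting error only. They were binomial for RPF and those of Fisher's exact test on RPF and input reads for translation efficiency. Reads without molecular identifiers are not independent molecules. In the RPF columns of replicate 2, 242 genes (223 tested) carried values of whole reads on a length of 1 base. Of these genes 99.6% have a noncoding RefSeq transcript, against 6.36% of the others. Their median WT RPF was 14890 RPKM in replicate 2 and 21.3 RPKM in replicate 1, and they held 94.2% of the sum of WT RPF RPKM in replicate 2. Their levels and translation efficiencies in replicate 2 are therefore too high, while the fold of KO over WT is not affected. Fits that pool spread by level, and random lists matched on level, take these genes at the wrong level. Their SE and p-values, and percentiles of lists that hold them, can therefore be affected. Cd40 is one of these genes, with an SE of 0.73 in translation efficiency against 0.64 for Cd80.

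The analysis plan, with its tests, gene lists, rule for named genes and alternatives, was fixed before the data were examined. Tests used limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.5), and all fold changes are on that scale, which understates the change of low genes. Translation efficiency was the log2 RPF value minus the log2 input value of the same lysate, and its change between KO and WT is the interaction of genotype and kind of library. Because the 2 tables may have been normalized separately, the replicate entered each model as a block, so only differences within a table count. This leaves 1 residual degree of freedom per gene, moderated across genes with an intensity trend (eBayes). Tests were two-sided, p-values were adjusted by the method of Benjamini and Hochberg over all tested genes, and 0.05 was the threshold for the adjusted p. As a check of the pairing, the deviations of same-numbered libraries from their group means correlated across genes at 0.78 in input, 0.85 in RPF and 0.83 in translation efficiency. Genes are not independent replicates, and the number also marks the table. No batch or date is given in the labels.

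Gene lists were compared with all other genes by camera with a preset correlation of 0.01 and again with a correlation estimated from the data. The second form tests on the 1 residual degree of freedom, so few lists can pass it whatever their correlation. Lists were also tested by fry, which asks only whether the genes of a list move, on balance, one way. Of 29 lists, the 23 with at least 5 tested members were tested, with p-values adjusted over the lists of a measure. A list's median change is given per replicate after each library was centred on its median over all tested genes (for translation efficiency, RPF and input each on their own), with its percentile among 10000 random lists of the same size matched on mean RPKM. A change called relative, or relative to all genes, is a gene's log2 KO/WT in a replicate after the same centring. Counts of list members higher or lower in both replicates are as deposited in input and relative in RPF and translation efficiency. Genes at least 1.5-fold different in the same direction in both replicates were counted beside the number that independent replicates would give.

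Genes named were those the study discusses for these cells, up to 8 genes per measure and direction with the largest fitted change among those passing the test in the same direction in both replicates (filled up, where fewer passed, by the largest smaller-of-the-replicates change), up to 4 members per list with the largest such change, and the 5 highest genes in input and in RPF. The procedure was tested on simulated data with the spread of the real libraries. For a log2 change of 1, 2 and 4 it recovered 49.3%, 100.0% and 100.0% of the changed genes in input, 1.5%, 34.3% and 100.0% in RPF, and 3%, 20.9% and 100.0% in translation efficiency. Of 10081 unchanged genes it called 17, 3 and 1, and of 100 unchanged lists 0 in each measure (camera). Simulated genes varied independently with normal noise, and in RPF and translation efficiency genes of a level shared the same spread. In the real lists the estimated correlation in input ran from -0.2 (plasmacytoid DC markers) to 0.78 (replication histones). The simulation therefore does not show how often genes or lists would be called falsely in the real libraries.

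Alternatives were pseudocounts of 0.1 and 1, a filter at a mean of 5 RPKM and none, each library centred on its median, quantile normalization, no replicate block, each replicate or library left out, a 2-fold threshold, limma without the trend, and the estimated correlation. Added after seeing the data were fits without the genes on a length of 1 base, without genes listed at 0 in a library, and on genes with at least 100 recovered RPF reads in replicate 2. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.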

Results

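To ask which mRNAs are translated less in dendritic cells that lack the m6A writer, the study profiled ribosomes in mature dendritic cells (maDCs) from Mettl3WT and Mettl3KO mice. Mettl3 is the catalytic subunit of the enzyme complex that places m6A in mRNA, and the KO lacks its exons 2 to 4 in cells that express CD11c-Cre. The cells were grown from bone marrow and matured with LPS, a bacterial agonist of the receptor TLR4. Each lysate gave an input mRNA library and a library of ribosome-protected fragments (RPF), and the ratio of RPF to input is the translation efficiency of a gene. There were 2 replicates per group and 8 libraries in all. The study prepared cells from several littermate pairs of mice and ran its sequencing in repeat. Neither it nor the labels say which mice went into which replicate, so the p-values measure only spread between these samples, which may be technical. In RPF and translation efficiency as deposited, the prior degrees of freedom of limma were infinite. Each SE and p-value there rests on a spread pooled over genes of similar level, not on the gene's own replicates. A gene whose replicates differ widely can therefore pass. In replicate 2 the library totals behind the RPKM values were 4835140 (WT) and 5276406 (KO) reads in RPF and 9920474 (WT) and 8794578 (KO) reads in input. The median gene of that table had 64 RPF reads in WT and 71 in KO. The depth of replicate 1 is unknown. Among the 10321 tested genes the highest in input were Fth1 and Ftl1 (the ferritin chains), Ccl5, Saa3 and Tmsb4x. In RPF the highest means belonged to Fth1, Hnrnpu, Ncf1, Creg1 and Cxcl16, whose values in replicate 2 stand on a length of 1 base and are too high.

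Mettl3 was examined first, as a check of the labels. The gene lies on chromosome 14 (mm10, 52294841 to 52308741), and exons 2 to 4 (52298640 to 52300401) hold 39.5% of its 2021-base transcript and 45.9% of its coding sequence. Loss of these exons alone would give a log2 KO/WT of -0.73 in input and -0.89 in RPF. Mettl3 input was 6.97 RPKM in WT and 6.27 RPKM in KO in replicate 1, and 10.1 and 11.9 RPKM in replicate 2, a log2 KO/WT of 0.04 ± 0.18 (SE, n = 2 per group). Mettl3 RPF was 34.0 RPKM in WT and 15.3 RPKM in KO in replicate 1, and 9.63 and 5.88 RPKM in replicate 2, where the values stand for 81 and 54 reads. The log2 KO/WT of these footprints was -1.13 and -0.67 as deposited (-0.65 and -0.67 relative to all genes), and in replicate 2 its exact counting interval ran from -1.24 to -0.20. Neither measure passed the test over all genes. RPF thus lay on the side of the labels in both replicates and input did not, above all in replicate 2, so the KO groups are called the libraries labelled KO, and each direction below rests on those labels.

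The input libraries show which mRNAs differed in level between the genotypes. The lowest values in the libraries labelled KO that both replicates shared belonged to the proteases Ctsg and Prss34. Ctsg, cathepsin G of neutrophil granules, had a log2 KO/WT of -1.74 in replicate 1 and -1.29 in replicate 2, Prss34, a basophil protease, had -1.26 and -1.14, and Mcpt8, another, had -0.92 and -1.22. Nr4a1, an immediate-early nuclear receptor (-1.09 and -0.99), and Nqo1, a quinone reductase induced by NRF2 (-0.94 and -0.85), were also lower. On the higher side stood Tnfsf8, the ligand of CD30 (1.26 and 1.22), Spint1, an inhibitor of serine proteases (0.98 and 1.11), Tnfsf15 (0.76 and 1.33) and Ifng, which encodes interferon gamma (0.98 and 0.86). Arap2, Gm15056, Ctsw and Mucl1 on the higher side and Rab44, Agtrap and Padi4 on the lower side also differed by at least 1.5-fold the same way in both replicates. None of these genes passed. Limma called 0 of 10321 genes, with a smallest adjusted p of 0.574, while 339 genes had an unadjusted p under 0.05 (120 higher and 219 lower). Without the replicate block 0 passed as well, and 12 had an unadjusted p under 0.05. Fits without the block that also left out 1 library called genes when KO replicate 2 (44 higher and 6 lower) or KO replicate 1 (6 higher and 27 lower) was left out, and 0 without WT replicate 1 or 2.

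None of the genes that the study discusses passed the test in input. Il6 mRNA, for an inflammatory cytokine, had a log2 KO/WT of 0.24 ± 0.18 and Il12b, a subunit of IL-12, -0.14 ± 0.19. H2-Eb2, a class II gene, had -0.13 ± 0.22 with opposite signs in the replicates (0.25 and -0.50). By its RNA-seq and qPCR the study reported the mRNAs of Il6, Il12b and H2-Eb2 as lower in KO, a drop that these input libraries did not show for Il6. Cd86, a costimulatory receptor, was at 0.45 and 0.48. Cd80 had 0.69 and 0.01, Tirap -0.06 and -0.12, and Cd40 opposite signs of 0.48 and -0.41. Each is an SE or a pair of values over n = 2 per group, and none passed.

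Among the gene lists, targets of NRF2, the regulator of the oxidative stress response, fell in input of the libraries labelled KO. Of 25 members 14 were lower and 0 were higher in both replicates, and the list's median relative to all genes was -0.38 in replicate 1 and -0.17 in replicate 2 (camera, adjusted p = 2.90e-06, and adjusted p = 0.946 with an estimated correlation). Its members included Txnrd1, thioredoxin reductase (-0.49 and -0.52), and Gclm, a subunit of the enzyme that limits glutathione synthesis (-0.57 and -0.48). 0 members passed over all genes and 1 passed, lower, adjusted over the list alone. Of the genes that the study's own RNA-seq found lower in KO, 48 could be tested (an entry with an unclear symbol was left out), and they fell too, with 22 lower and 6 higher in both replicates and relative medians of -0.07 and -0.29 (adjusted p = 5.17e-05, and adjusted p = 0.946 with an estimated correlation). Its members Ptgs2, the inducible cyclooxygenase (-0.85 and -0.48), Il1f9, which encodes IL-36 gamma (-0.47 and -0.82), and Gsta3 (-1.31 and -0.38) were lower in both. Il6, also on the list and reported lower by the study, had a fitted value above 0 here. The study chose this list on other libraries, those of its RNA-seq. 0 members passed over all genes and 1, lower, adjusted over the list alone.

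Markers of other blood cells moved in input as well. Neutrophil markers fell, with 10 of 15 lower and 0 higher in both replicates and relative medians of -0.63 and -0.11 (camera, adjusted p = 2.90e-06, and adjusted p = 0.946 with an estimated correlation). Examples were Mpo, myeloperoxidase (-1.69 and -0.40), Mmp8, a collagenase (-0.63 and -0.61), and Elane, neutrophil elastase (-1.30 and -0.21). Adjusted over the list alone 3 members passed, all lower, against 0 over all genes. Mast cell and basophil markers fell, with 4 of 7 lower and 1 higher in both (relative medians -0.27 and -0.20, adjusted p = 0.00198, and adjusted p = 0.946 with an estimated correlation), a call that also ended without the replicate block (adjusted p = 0.155, range 0.000677 to 0.946). Cpa3, a mast cell carboxypeptidase, was at -0.32 and -0.51, and 2 members passed, lower, adjusted over the list alone. T and NK cell markers rose, with 6 of 10 higher and 2 lower in both (relative medians 0.40 and 0.22, adjusted p = 0.00091, and adjusted p = 0.946 with an estimated correlation). Lck, a kinase of the T cell receptor (0.68 and 0.73), Gzmb, granzyme B (0.44 and 1.40), and Nkg7 (0.35 and 0.56) were among them, and 0 members passed either way of adjusting. Too few members stayed under some filters, so this list had values under 10 settings, against 12 for neutrophil markers.

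Other lists called in input rested on replicate 1 or 2 alone. Costimulation and maturation genes rose (relative medians 0.37 and 0.02, 12 of 26 higher and 3 lower in both, camera adjusted p = 5.17e-05, and adjusted p = 0.946 with an estimated correlation), with Ccl17, a chemokine of mature DCs, at 1.38 and 0.45. Ribosomal protein genes rose (0.43 and 0.01, 34 of 74 higher and 4 lower in both, adjusted p = 2.85e-07, and adjusted p = 0.946 with an estimated correlation). Replication histone genes were called higher with medians of opposite sign (1.44 and -0.18, adjusted p = 2.76e-07, and adjusted p = 0.946 with an estimated correlation). So were interferon-stimulated genes (-0.08 and 0.30, adjusted p = 0.0107, and adjusted p = 0.946 with an estimated correlation). Beside these, macrophage markers had relative medians of -0.38 in replicate 1 and 0.53 in replicate 2, and DC markers 0.56 and -0.19, neither of which camera called (adjusted p = 0.894 and 0.227). Across genes, changes in the replicates correlated at -0.12.

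RPF libraries show which mRNAs carried more or fewer ribosomes. Il6 (chromosome 5, 30013114 to 30019975) had the clearest drop in the libraries labelled KO among the study's genes. Relative to all genes its log2 KO/WT was -2.92 in replicate 1 and -1.79 in replicate 2, where its reads were 342 in WT and 107 in KO. As deposited its footprints fell by a fitted -2.60 ± 0.62 (SE, n = 2 per group, adjusted p = 0.0179), while its input had a log2 KO/WT of 0.24 ± 0.18 that did not pass. Footprints of Eif5, an initiation factor, fell too (relative values -3.13 and -1.30, adjusted p = 0.0278). On the higher side Gm15056 rose in both replicates (relative values 2.38 and 3.24, 10 and 109 reads, adjusted p = 0.0179), and so did Qtrt1, the catalytic subunit of a tRNA-modifying transglycosylase (4.20 and 1.34, adjusted p = 0.0360).

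The other RPF changes that passed and are named here were very large in replicate 1 and smaller in replicate 2. Footprints of Hnrnpdl, an RNA-binding protein (relative values -4.89 and -1.12), Jmjd6, a lysyl hydroxylase (-5.49 and -0.50), Gsr, glutathione reductase (-5.40 and -0.51), Rbl1 (-5.21 and -0.50), Rasa1 (-4.51 and -0.44), Syap1 (-5.09 and -0.12) and Brd2, a bromodomain protein (-4.07 and -0.74), fell. Footprints of Clasp1, a microtubule-binding protein (6.46 and 0.42), Gyg, glycogenin (6.11 and 0.11), Plscr1, a phospholipid scramblase (5.80 and 0.37), and Zbtb44 (5.12 and 0.09) rose. Lars2 and Zc3h7a also passed, each listed at 0 in WT RPF of replicate 1, so no fold is given. Lars2 was at 20160 RPKM in KO of replicate 1 and at 2.06 and 3.01 RPKM in WT and KO of replicate 2. Zc3h7a was at 46.4 RPKM in KO of replicate 1 and at 93280 and 95900 RPKM in replicate 2, on a length of 1 base.

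In all, limma called 9 genes higher and 16 lower in RPF as deposited. Of these 25 genes, 21 had the same direction in both replicates and 8 differed by at least 1.5-fold in both. The median of all genes moved by -0.46 in replicate 1 and by -0.03 in replicate 2. When each library was centred on its median, 0 genes passed (smallest adjusted p 0.994), with 379 genes at an unadjusted p under 0.05 (216 higher and 163 lower) against 578 as deposited (159 higher and 419 lower), and quantile normalization also left 0 (371 at an unadjusted p under 0.05). The prior degrees of freedom of limma, infinite as deposited, were then 7.75. The fitted changes themselves stayed about as large for Il6 (-2.36 centred), Hnrnpdl (-3.00, against -3.24 as deposited) and Clasp1 (3.44, against 3.20). Without the replicate block 0 genes passed and 5 had an unadjusted p under 0.05. Leaving out 1 library as well gave 1 higher and 2 lower without KO replicate 2 and 0 without any of the other libraries.

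From its RNA-seq the study reported higher mRNA of interferon-stimulated genes in Mettl3KO cells after LPS. In RPF, a measure of footprints and not of mRNA, these genes, the antiviral program that LPS also induces, fell as a group. Of 40 members 24 had relative values below 0 and 2 above 0 in both replicates, against 30 and 0 as deposited, and their median relative to all genes was -0.38 in replicate 1 and -0.73 in replicate 2, at percentiles of 1.05 and 0 among random lists (camera, adjusted p = 5.40e-06, and adjusted p = 0.797 with an estimated correlation). Irf7, the transcription factor that amplifies type I interferon (relative values -1.04 and -1.96), Isg20, an exonuclease (-1.91 and -1.18), Cmpk2 (-1.43 and -1.14) and Ifit2 (-1.34 and -1.36) were among the lowest, and 0 members passed over all genes or adjusted over the list alone. Inflammatory cytokines and chemokines were called lower (adjusted p = 0.0156, and adjusted p = 0.797 with an estimated correlation), with 12 of 36 lower and 6 higher in both but relative medians of 0.21 in replicate 1 and -0.74 in replicate 2. Here Il6 passed over all genes, 3 members passed, lower, adjusted over the list alone, and Cxcl10, a chemokine for T cells, had -1.68 and -2.41 (1165 and 240 reads, adjusted p = 0.0508, which ranged from 0.0305 to 1 and passed under 4 alternatives). Il12a was at -0.54 and -2.46. Ribosomal protein genes had opposite signs too (0.11 and -0.62, 29 of 74 lower and 5 higher in both, adjusted p = 0.0156, and adjusted p = 0.797 with an estimated correlation), with Rplp2 (-0.75 and -1.91) and Rps15a (-1.74 and -1.19) low in both. Translation factors were called lower (-0.17 and -0.25 at the percentiles 22.4 and 1.90, 18 of 38 lower and 3 higher in both, adjusted p = 0.0227, and adjusted p = 0.797 with an estimated correlation), Eif5 over all genes and Pabpc1, the poly(A)-binding protein, at -1.09 and -1.44 without passing. The calls of these 3 lists also ended without the replicate block (adjusted p = 0.212 for cytokines, 0.654 for ribosomal proteins and 0.113 for translation factors, with ranges of 0.00431, 0.00824 and 0.0125 to 0.797), and quantile normalization or the filter at 5 RPKM each ended 2 of them.

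Proliferation genes, T and NK cell markers and neutrophil markers rose in RPF. Of 26 proliferation genes 14 were higher and 0 were lower in both replicates, with relative medians of 0.77 and 0.60 (camera, adjusted p = 6.89e-05, and adjusted p = 0.797 with an estimated correlation). Birc5, survivin (3.53 and 1.14), Ccna2, cyclin A2 (2.18 and 1.02), Tpx2 (1.41 and 1.01) and Top2a, topoisomerase II alpha (1.13 and 0.79), led the list. In replicate 2 Birc5 stood on few reads, 19 in WT and 47 in KO, as did Ccna2, on 25 and 59. Adjusted over the list alone 1 member passed, higher, against 0 over all genes. T and NK markers had relative medians of 0.98 and 1.00, with 6 of 10 higher and 0 lower in both (adjusted p = 0.000606, and adjusted p = 0.797 with an estimated correlation). Lck was at 3.44 and 1.96 (adjusted p = 0.0540, range 0.0364 to 1, passing with a pseudocount of 0.1) and Nkg7 at 1.18 and 2.70, and 2 members passed, higher, adjusted over the list alone. Members of this list lay near the floor. Its member Cd2 had 4 reads in WT and 6 in KO of replicate 2 and a mean input of 1.00 RPKM. Too few members stayed under some filters, so the list had values under 10 settings, against 12 for neutrophil markers. Neutrophil markers, lower in input, had relative RPF medians of 0.40 and 0.46, with 9 of 15 higher and 2 lower in both (adjusted p = 0.0110, and adjusted p = 0.797 with an estimated correlation), but as deposited their median in replicate 1 was -0.08, with 4 higher and 3 lower in both. Fcnb, a ficolin (3.32 and 1.15), Camp, the cathelicidin (1.76 and 0.53), and Retnlg (0.93 and 2.83) were the highest shared ones, and 1 member passed, higher, adjusted over the list alone.

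The study turned to translation efficiency to ask whether Tirap, an adaptor of TLR4 signalling, and Cd80 and Cd40, which act in T cell stimulation, are translated less without Mettl3, and it took Itgam as a negative control. These 3 genes of interest had lower values in the libraries labelled KO in both replicates, and Itgam had higher ones, but none passed. Tirap (chromosome 9, 35184391 to 35200291), the adaptor that links TLR4 to MyD88, had a log2 KO/WT of -1.26 and -0.40 (-0.83 ± 0.67, SE, n = 2 per group). Cd80 (chromosome 16, 38457430 to 38495958), a ligand of CD28, had -1.27 and -0.38 (-0.82 ± 0.64), and Cd40 (chromosome 2, 165055614 to 165071654), the receptor for T cell help, -0.71 and -0.75 (-0.73 ± 0.73). Itgam (chromosome 7, 128062640 to 128118491), the integrin CD11b, had 0.33 and 0.25 (0.29 ± 0.64). The limma adjusted p was 1 for each over all genes and, adjusted over the 4 genes alone, 0.421 for the 3 genes of interest and 0.648 for Itgam. The study picked the genes of interest from protein levels and drew its own values from these same libraries, so the values here are no separate test of its result. It also gave evidence from outside these libraries, namely qPCR of RNA bound to single ribosomes and constructs with intact or mutated m6A sites.

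The median of all genes itself moved by -0.42 in replicate 1 and -0.02 in replicate 2. With the RPF and input libraries each centred on their own median, Tirap was at -0.84 and -0.41, Cd80 at -0.84 and -0.39, Cd40 at -0.28 and -0.76 and Itgam at 0.76 and 0.24. Among all genes Tirap lay at the percentiles 17.9 and 24.5, Cd80 at 17.6 and 25.4, Cd40 at 37.7 and 10.5 and Itgam at 77.7 and 68.2. Tirap footprints in replicate 2 were 6 reads in WT and 4 in KO, whose exact interval of the change in translation efficiency ran from -2.87 to 1.51, so a difference was not detectable at this depth in that replicate. Cd40 had 1275 and 624 reads, with an interval of -0.93 to -0.57, which covers counting error in these libraries only. Cd86 was at -0.12 and -1.15 relative to all genes, Socs1, a suppressor of cytokine signalling, at -1.02 and -0.75, and Il12b at -0.29 and -0.57. Signs differed for Tnf (0.39 and -1.65), H2-Eb2 (0.87 and -0.54) and Ythdf1, a reader of m6A (-0.16 and 0.01), and Mettl3 was at -0.56 and -0.90. None of these passed.

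**Figure D1:**
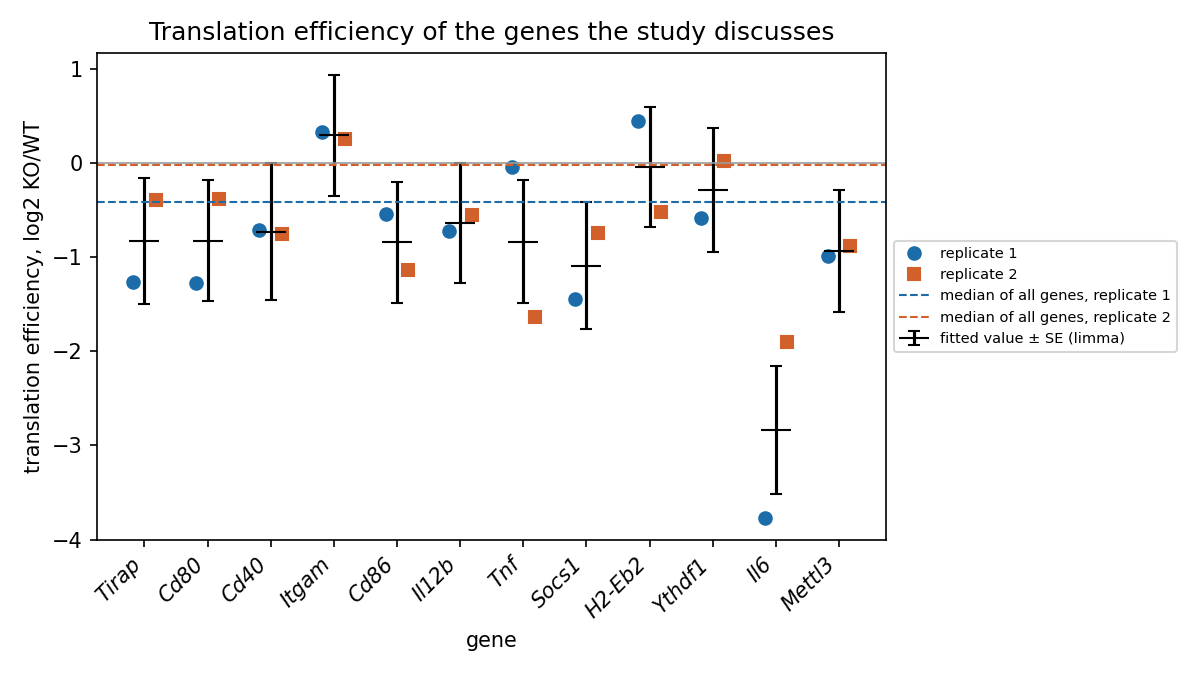
Change in translation efficiency (log2 KO/WT) of 12 genes the study discusses, with a point for each of the 2 replicates, the fitted value ± SE, and dashed lines at the median of all genes (-0.42 and -0.02). Il6 lay lowest, at -3.77 and -1.90, Tirap, Cd80 and Cd40 lay below 0 in both replicates and Itgam above.

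Over all genes, Il6 had the lowest translation efficiency change of the genes the study discusses. Its relative values were -3.34 and -1.91 (fitted -2.83 ± 0.68 as deposited, adjusted p = 0.0209), and the change passed. Acsl1 (chromosome 8, 46471037 to 46536051), which activates long-chain fatty acids, fell by a similar amount, with -2.88 and -2.09 and 5204 reads in WT against 2252 in KO (adjusted p = 0.0233). Qtrt1 rose (3.82 and 2.40, 4 and 16 reads, adjusted p = 0.00823), as did Nmb, which encodes neuromedin B (2.24 and 3.72, 1 and 19 reads, adjusted p = 0.0137). Jmjd6 (-5.64 and -0.76), Hnrnpdl (-4.92 and -1.23), Rbl1 (-5.47 and -0.51), Rasa1 (-4.84 and -0.54), Syap1 (-5.03 and -0.24) and Gsr (-4.65 and -0.42) fell, and Clasp1 (6.40 and 0.49), Gyg (5.88 and 0.46) and Plscr1 (5.45 and 0.55) rose, mostly through replicate 1. Lars2 and Zc3h7a passed on a WT RPF value listed at 0. Rara, a retinoic acid receptor (3.20 and 1.74), and Ceacam10 (2.13 and 2.07) were high in both replicates and did not pass.

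In translation efficiency as deposited limma called 7 genes higher and 10 lower, of which 15 had the same direction in both replicates and 7 differed by at least 1.5-fold in both. With each library centred on its median 0 passed (smallest adjusted p 0.269), with 554 genes at an unadjusted p under 0.05 (340 higher and 214 lower) against 573 as deposited (200 higher and 373 lower), and quantile normalization left 0 (403). Centred, Il6 was at -2.63 with an adjusted p of 0.663, which ranged from 0.011 to 1 over its alternatives. Without the replicate block 0 genes passed and 14 had an unadjusted p under 0.05. Leaving out 1 library as well gave 4 higher and 0 lower without WT replicate 2, 0 higher and 1 lower without KO replicate 2, and 0 without WT or KO replicate 1.

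**Figure D2:**
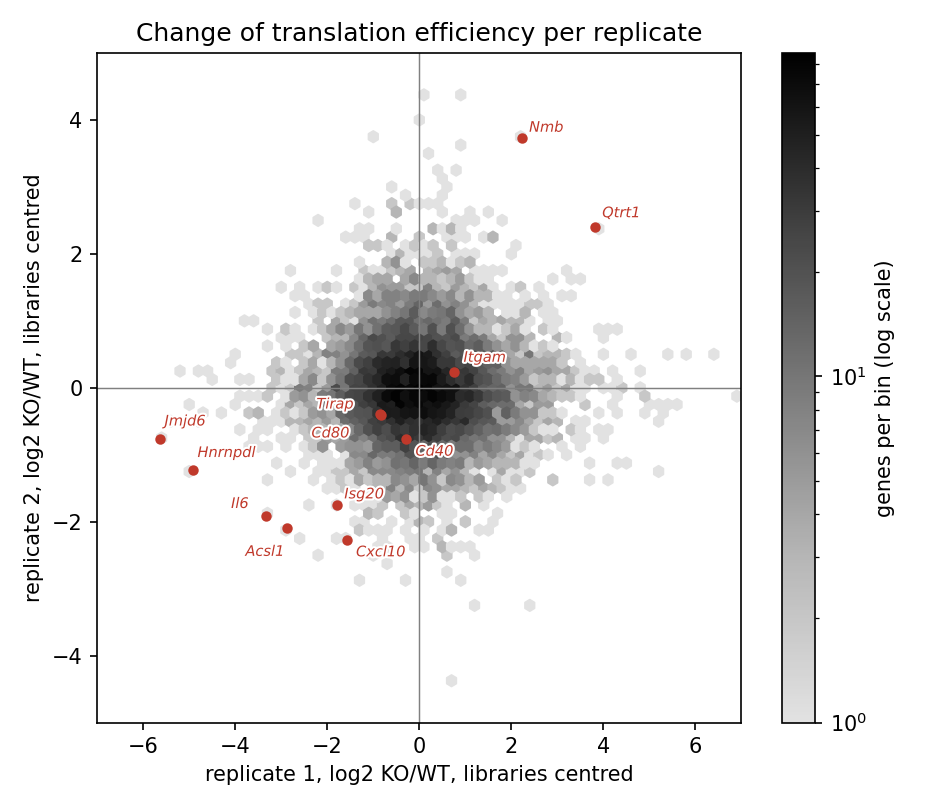
Change in translation efficiency (log2 KO/WT after each library was centred on its median) of 10321 genes in replicate 1 (x axis) and replicate 2 (y axis), shaded by the number of genes per bin on a log scale, with 12 named genes as points (1 gene, Lars2, lies outside). The cloud has no slope (correlation across genes 0.00), and Qtrt1, Nmb, Il6 and Acsl1 lie away from it in both replicates.

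As a group, interferon-stimulated genes fell in translation efficiency. In both replicates 23 of 40 had relative values below 0 and 1 above 0, against 30 and 0 as deposited, with relative medians of -0.30 and -1.07 at the percentiles 4.35 and 0 (camera, adjusted p = 3.52e-07, and adjusted p = 0.755 with an estimated correlation). Isg20 (-1.78 and -1.75), Cmpk2 (-1.34 and -1.69), Mx1, a GTPase that blocks viruses (-0.97 and -1.54), and Ifit2 (-0.88 and -1.80) were the lowest shared ones, and 0 members passed over all genes or adjusted over the list alone. Ribosomal protein genes fell as well, with 36 of 74 lower and 4 higher in both (-0.29 and -0.66, adjusted p = 0.000179, and adjusted p = 0.755 with an estimated correlation), among them Rplp2 (-1.29 and -1.79), Rps20 (-0.92 and -1.81) and Rps29 (-0.92 and -2.14). Cytokines and chemokines were called lower with relative medians of opposite sign (0.34 and -0.99, 13 of 36 lower and 2 higher in both, adjusted p = 0.0481, and adjusted p = 0.755 with an estimated correlation). Adjusted over the list alone 7 of them passed lower and 1 higher, against Il6 over all genes, with Cxcl10 at -1.58 and -2.27, Ccl2 at -2.15 and -1.27 and Il1rn, the IL-1 receptor antagonist, at -0.78 and -2.11. The list's call also ended without the replicate block (adjusted p = 0.128, range 0.0131 to 0.755), with a pseudocount of 0.1, at 5 RPKM, with quantile normalization and without the genes on a length of 1 base.

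Neutrophil markers and proliferation genes rose in translation efficiency. Of the neutrophil markers 9 of 15 were higher and 0 lower in both replicates (relative medians 1.02 and 0.46, camera, adjusted p = 7.28e-07, and adjusted p = 0.755 with an estimated correlation). They included Retnlg (1.37 and 2.23), Camp (2.07 and 0.61) and Ngp (1.15 and 0.66), and their input was lower. Proliferation genes were higher in 14 of 26 and lower in 2 (0.53 and 0.57, adjusted p = 0.000291, and adjusted p = 0.755 with an estimated correlation), with Birc5 (2.97 and 1.04), Ccna2 (2.19 and 0.99), Tpx2 (1.28 and 1.27) and Top2a (1.16 and 0.90). No member of either list passed over all genes or adjusted over the list alone. By fry 0 of the 23 lists passed in any measure, with smallest adjusted p-values of 0.279 in input, 0.422 in RPF and 0.0958 in translation efficiency.

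**Figure D3:**
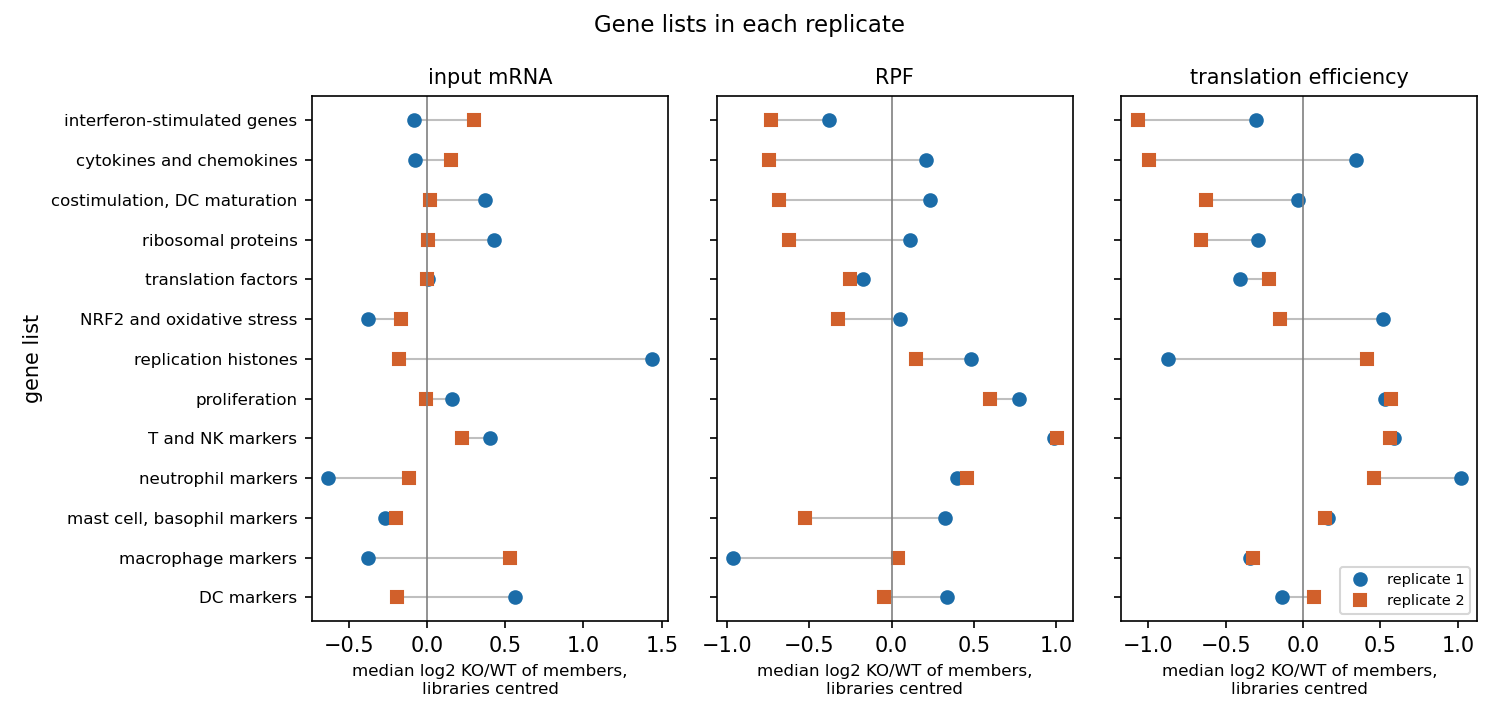
Median log2 KO/WT of gene lists after each library was centred on its median, for each replicate, in input, RPF and translation efficiency (one panel each). Interferon-stimulated genes lay below 0 in both replicates of RPF (-0.38 and -0.73) and of translation efficiency (-0.30 and -1.07), and T and NK markers above 0 in both replicates of RPF (0.98 and 1.00).

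The replicates were also compared directly, by the genes that differed at least 1.5-fold the same way in both. In input 11 genes were higher (6.22 if the replicates were independent) and 15 lower (16.5), while 75 went opposite ways (21.8). In RPF 202 were higher (207.1) and 622 lower (662.9), with 878 opposite (847.2), and in translation efficiency 249 were higher (268.8) and 688 lower (700.9), with 996 opposite (976.1). With each library centred on its median the split turned around in input, to 15 higher (8.77) and 11 lower (12), and was 397 higher and 349 lower in RPF and 470 higher and 426 lower in translation efficiency. Correlations of the replicates' changes across genes were -0.01 in RPF and 0.00 in translation efficiency. Il6 and Acsl1 were among the genes that shared their direction, and over all genes such counts were near those of independent replicates in RPF and translation efficiency.

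Within the WT libraries, mRNAs of some groups carried far more or fewer footprints than the rest. Ribosomal protein genes, mRNAs whose translation follows mTOR, had a median log2 translation efficiency of -1.78 in replicate 1 and -2.82 in replicate 2 relative to all genes. Replication histone genes, whose mRNAs mostly lack the poly(A) tail by which the input was selected, were at 2.39 and 1.95, and mast cell and basophil markers at 2.16 and 2.44. Interferon-stimulated genes were at 0.41 and 1.87. Cytokines and chemokines differed in sign, at -0.84 in replicate 1 and 1.38 in replicate 2.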

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

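The fits without genes on a length of 1 base, without genes listed at 0 and on genes with at least 100 RPF reads in replicate 2 were chosen after the results were seen, and all other alternatives before. What depth limits can be stated for replicate 2 alone, with a median of 64 and 71 RPF reads per gene, since that of replicate 1 is unknown. Data were simulated with the spread of the real libraries, from depth and all else, but with genes independent of each other. There the procedure recovered 34.3% of simulated log2 changes of 2 in RPF and 20.9% in translation efficiency. Where no cause is named below, the cause was not tested. In all, 174 results had 2037 values under alternatives. Of the values of counts, gene lists, WT translation efficiencies, the 4 study genes and Mettl3 input, 438 kept their direction and their side of the threshold (counts within 1.5 times), 91 fell short of it, 4 newly passed, 24 moved further and 7 turned around. Of those of other named genes, 1373 kept both, 84 fell short, 5 newly passed (Cxcl10 RPF with a pseudocount of 0.1, at 5 RPKM, with no filter and on genes with at least 100 reads, and Lck RPF with a pseudocount of 0.1) and 11 turned around. Genes and lists removed by a filter gave no value there, and 1.5-fold counts and WT translation efficiencies, which use no fit, none without the block. Values with a replicate left out have no test and no side of the threshold. For single genes they were counted as kept wherever the sign stayed, so the kept counts overstate how robust the results are.

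Scaling ended the calls of single genes, while the fitted RPF changes of Il6, Hnrnpdl and Clasp1 stayed about as large (-2.36, -3.00 and 3.44 when centred). Centred on the library medians, the calls in RPF and in translation efficiency were 0 higher and 0 lower, genes at 1.5-fold in both replicates were 397 and 349 (higher and lower) in RPF and 470 and 426 in translation efficiency, and the translation efficiency of H2-Eb2 was 0.17 (adjusted p = 0.998, range 0.993 to 1). With quantile normalization the calls were again 0 higher and 0 lower in both, 17 genes were higher at 1.5-fold in input, 367 and 353 were higher and lower in RPF and 430 and 449 in translation efficiency, H2-Eb2 was at 0.19 (adjusted p = 0.993), Lyz2 input was at 0.097, and the medians of cytokines (-0.20, adjusted p = 0.0557) and translation factors (-0.20, adjusted p = 0.0897) in RPF and of cytokines in translation efficiency (-0.19, adjusted p = 0.0715) no longer passed. By its construction centring takes the shift of all genes (medians of -0.46 and -0.03 in RPF) out of the residual of every gene. The prior degrees of freedom of limma went from infinite to 7.75 in RPF and 17.1 in translation efficiency.

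No replicate block left 0 genes higher and 0 lower in RPF and in translation efficiency and 4 lists in RPF. It ended the calls of mast cell and basophil markers in input (-0.32, adjusted p = 0.155), of cytokines (-0.23, adjusted p = 0.212), ribosomal proteins (-0.20, adjusted p = 0.654) and translation factors (-0.20, adjusted p = 0.113) in RPF, and of cytokines in translation efficiency (-0.31, adjusted p = 0.128). The block changed no other call among the lists called with it, and lists not called with it were not followed one by one. Over their alternatives the adjusted p of mast cell and basophil markers in input ran from 0.000677 to 0.946, that of cytokines from 0.00431 to 0.797 in RPF and from 0.0131 to 0.755 in translation efficiency, and that of ribosomal proteins and translation factors in RPF from 0.00824 and 0.0125 to 0.797. With 1 library also left out, the block could not be kept, and the lone library of a group was assumed to vary like the other group. The counts then ran from 0 (without WT replicate 1) to 44 higher (without KO replicate 2) and 27 lower (without KO replicate 1) in input, from 0 to 1 higher and 2 lower in RPF (without KO replicate 2), and from 0 to 4 higher (without WT replicate 2) and 1 lower (without KO replicate 2) in translation efficiency.

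A pseudocount of 0.1 gave 20 higher and 27 lower genes at 1.5-fold in input, 14 calls higher in RPF and 15 in translation efficiency, and -0.32 (adjusted p = 0.0678) for cytokines in translation efficiency, and one of 1 gave 6 higher genes at 1.5-fold in input. A filter at a mean of 5 RPKM, which tests fewer genes, gave 5 higher genes at 1.5-fold in input, 95 in RPF and 131 in translation efficiency and 4 lists in RPF. It ended the calls of ribosomal proteins (-0.16, adjusted p = 0.0551) and translation factors (-0.15, adjusted p = 0.0702) in RPF and of cytokines in translation efficiency (-0.28, adjusted p = 0.0517), and moved the WT translation efficiency of replication histones to 1.39. With no filter 14 genes were called higher in RPF, and mast cell and basophil markers were at 2.07 in WT. Limma without the trend called 5 higher and 8 lower in RPF. Without the genes on a length of 1 base cytokines were at -0.29 in translation efficiency (adjusted p = 0.0614). On genes with at least 100 RPF reads, which are fewer, 3 and 9 genes were higher and lower at 1.5-fold in input, 93 and 364 in RPF and 128 and 395 in translation efficiency, 4 were called higher in translation efficiency, and ribosomal proteins were at -0.18 in RPF (adjusted p = 0.0768). At 2-fold the counts of higher and lower genes were 1 and 2 in input, 39 and 120 in RPF and 64 and 161 in translation efficiency. Of the 25 genes called in RPF, 25 were also called with a pseudocount of 0.1, 23 with 1, 23 with the filter at 5 RPKM and 21 on genes with at least 100 reads, and of the 17 in translation efficiency 17, 17, 15 and 14.

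With an estimated correlation camera called 0 lists in each measure, on 1 residual degree of freedom. Interferon-stimulated genes in RPF had an estimated correlation of -0.0026, under the preset 0.01, yet their unadjusted camera p went from 2.35e-07 to 0.104. The loss of a call alone therefore cannot be read as a sign of correlation among genes. In input, though, estimated correlations were 0.70 for ribosomal proteins, 0.72 for interferon-stimulated genes, 0.73 for neutrophil markers, 0.78 for replication histones and 0.46 for costimulation. The other called lists ran from -0.07 (T and NK markers) to 0.16 (NRF2 targets). Where the estimate is far above the preset, correlation stays open as a reason, and the preset p-values may be too small. List values here and above are medians over the members of each gene's relative change, averaged over the replicates gene by gene. In input (adjusted p = 0.946 each) they were -0.19 for the study's lower genes, 0.21 for costimulation, 0.10 for interferon-stimulated genes, 0.22 for ribosomal proteins, -0.22 for NRF2 targets, 0.53 for replication histones, -0.39 for neutrophil, -0.32 for mast cell and basophil and 0.38 for T and NK markers. In RPF (adjusted p = 0.797 each) they were -0.23 for cytokines, -0.56 for interferon-stimulated genes, -0.20 for ribosomal proteins, -0.20 for translation factors, 0.51 for proliferation, 0.51 for neutrophil and 0.78 for T and NK markers. In translation efficiency (adjusted p = 0.755 each) they were -0.31 for cytokines, -0.69 for interferon-stimulated genes, -0.37 for ribosomal proteins, 0.46 for proliferation and 1.04 for neutrophil markers. These were the highest adjusted p of each list over its alternatives. The lowest of any list was 2.93e-08 in input (ribosomal proteins), 4.40e-07 in RPF and 6.12e-08 in translation efficiency (both interferon-stimulated genes).

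Leaving out replicate 1 or 2 gives each value in the other alone, with no test. Mettl3 input ranged from -0.14 to 0.22, H2-Eb2 from -0.50 to 0.25 in input and from -0.52 to 0.45 in translation efficiency, Cd40 input from -0.41 to 0.48, and Ythdf1 translation efficiency from -0.59 to 0.020, Cd74 translation efficiency from -0.57 to 1.34, Lyz2 from -0.50 to 0.41 in input and from -0.17 to 0.36 in RPF, and Apoe input from -1.11 to 0.11. In input the relative medians ranged from -0.080 to 0.30 (interferon-stimulated genes), -0.38 to -0.17 (NRF2 targets), -0.18 to 1.44 (replication histones), -0.27 to -0.20 (mast cells and basophils) and 0.22 to 0.40 (T and NK). In RPF they ranged from -0.74 to 0.21 (cytokines), -0.62 to 0.11 (ribosomal proteins), 0.60 to 0.77 (proliferation), 0.40 to 0.46 (neutrophils) and 0.98 to 1.00 (T and NK). In translation efficiency they ranged from -0.99 to 0.34 (cytokines), -0.66 to -0.29 (ribosomal proteins), 0.53 to 0.57 (proliferation) and 0.46 to 1.02 (neutrophils). The WT translation efficiency of cytokines ran from -0.84 to 1.38.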

Other observations

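The tests of explanations for the 3 patterns weighed here were all chosen after the results were seen, as were Lyz2 and the genes named in this paragraph and the next that earlier text does not name. Genes of MHC class II presentation had low values of translation efficiency in the libraries labelled KO without passing. Relative to all genes, 5 of 13 members were lower and 1 was higher in both replicates, with medians of -0.33 and -0.53 (camera, adjusted p = 0.152). H2-Eb1 was at -2.09 and -0.85, H2-Ab1 at -0.31 and -1.65 and H2-Aa at -0.33 and -0.79, while Cd74, the invariant chain, had opposite signs (1.77 and -0.58). In input the list had relative medians of 0.04 and -0.04. Among stress regulators, Atf4 was at -0.81 and -0.99 in translation efficiency and Atf5, whose RPF in replicate 2 stands on a length of 1 base, at -1.09 and -0.69. Neither passed (limma, adjusted p = 0.992 and 0.971), and the list that holds them was not called (0.05 and -0.23, adjusted p = 0.904).

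Nqo1 and Padi4 had low input and high translation efficiency in the libraries labelled KO. Nqo1 was at -0.94 and -0.85 in input and, relative to all genes, at 1.37 and 1.41 in translation efficiency. Padi4, an enzyme that converts arginine to citrulline, had -0.73 and -0.87 in input and relative values of 0.56 and 1.77 in translation efficiency. Neither passed in either measure, and input enters the ratio, so these values are not independent. Genes of the m6A machinery had relative medians of -0.16 and -0.21 in translation efficiency (20 members, adjusted p = 0.904).

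Footprints of interferon-stimulated genes were lower in both replicates of the libraries labelled KO. Library scaling would move all genes alike, whereas the list lay below most matched random lists in both replicates, with a higher percentile of 1.05. The list was picked for weighing by these same values, so they are no separate test of scaling. In replicate 2 the values argue against coding length, mean level or mean translation efficiency, the means taken over both genotypes and replicates. The percentile after a fit on these was 0 (median -0.65 before and -0.63 after, 38 of 40 members with a length). They argue against less of these mRNAs too, with translation efficiency at the percentile 0. In replicate 1 these explanations stay open, with percentiles of 5.24 after that fit (median -0.39 before and -0.22 after) and 4.35 in translation efficiency. A high starting translation efficiency in WT of replicate 2 alone stays open, since the fit did not hold it. There the list was at 1.87 relative to all genes, against 0.41 in WT of replicate 1. Genotype stays open as an untested hypothesis, and the camera call of the list ends with an estimated correlation (adjusted p = 0.797, range 4.40e-07 to 0.797). That form of camera has 1 residual degree of freedom, so it cannot tell correlation among genes from a lack of degrees of freedom.

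Macrophage markers, for which no biological explanation was tested, moved opposite ways in input, at a relative median of -0.38 in replicate 1 (percentile 0.04) and 0.53 in replicate 2 (percentile 100). Another share of macrophages may account for it and stays open, because RPF of the list went with input in replicate 1 (-0.96, percentile 0) but lay at the percentile 71.6 in replicate 2. Of its most abundant genes Lyz2 had relative values of -0.44 and 0.42 in input and 0.31 and 0.36 in RPF, and Apoe -1.06 and 0.12 in input and -1.43 and -1.03 in RPF, CD11c beads would not remove macrophages that carry CD11c, and dendritic cells from bone marrow express Lyz2 too. WT and KO exchanged in 1 replicate also stays open, because the correlation of RPF changes between the replicates, -0.00772, would be near 0 in either orientation, while that in input was -0.12. Against an exchange runs Mettl3 RPF (-0.65 and -0.67 relative to all genes), while Mettl3 input (-0.14 in replicate 1, above 0 in replicate 2) does not. Input of the study's RNA-seq list (-0.07 and -0.29) also runs against it, at the percentile 0 in replicate 2 but 3.53 in replicate 1. On the other side, 75 genes went opposite ways at 1.5-fold in input (21.8 if independent), beside 11 higher and 15 lower in both. Il6 RPF (-2.92 and -1.79) was singled out for its drop in these same libraries. The study drew translation efficiency of Tirap, Cd80 and Cd40 (below 0) and Itgam (above 0) from the same labels, and none passed. The shared signs of these 5 genes therefore decide nothing about an exchange.

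RPF changes of single genes were not shared by the replicates. Among the 1323 genes with at least 1000 reads in replicate 2 the correlation was no higher (-0.029). For these genes that argues against counting error in replicate 2 alone having hidden a shared change. For genes with fewer reads it stays open. The correlation cannot tell what caused changes that are not shared, because it would then be near 0 at any depth. Among the 1033 genes highest in RPF of replicate 1 the correlation was -0.0368, which for these genes argues against low levels there alone having hidden a shared change. For lower genes this stays open, and counting error in replicate 1 could not be judged, since its depth is unknown. Processing that differed between the tables stays open and was not tested, and the SD of RPF changes across genes was 1.07 in replicate 1 and 0.61 in replicate 2. No biological explanation was tested.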
